# The Cholinergic Receptor Nicotinic α3 Was Reduced in the Hippocampus of Early Cognitively Impaired Adult Male Mice and Upregulated by Nicotine and Cytisine in HT22 Cells

**DOI:** 10.3390/cells14050340

**Published:** 2025-02-26

**Authors:** Hidetaka Ota, Takako Ohnuma, Ayuto Kodama, Tatsunori Shimizu, Kaoru Sugawara, Fumio Yamamoto

**Keywords:** early age-related cognitive decline, frailty, cholinergic receptor nicotinic α3 subunit, nicotine, cytisine

## Abstract

Ageing is a major risk factor for cognitive and physical decline, but its mechanisms remain poorly understood. This study aimed to detect early cognitive and physical changes, and to analyze the pathway involved by monitoring two groups of mice: a young and an adult group. The study has identified the types of molecules involved in the hippocampus. Adult mice (47 weeks) showed significantly reduced exploratory behavior compared to young mice (11 weeks), although spatial working memory showed no difference. In terms of physical function, grip strength was significantly reduced in adult mice. The Frailty Index (FI) further highlighted age-related changes in adult mice. To investigate the causes of cognitive decline, adult mice were categorized based on their declining cognitive function. Microarray analysis of their hippocampi revealed that the cholinergic receptor nicotinic α3 subunit (Chrna3) was significantly reduced in mice with cognitive decline compared to controls. Subsequent in vitro experiments showed that oxidative stress and cholinesterase inhibitors decreased Chrna3 expression, whereas nicotine and cytisine increased it. These results suggest that Chrna3 is a key factor in age-related cognitive decline. The development of therapeutic strategies targeting Chrna3 expression may offer promising avenues for preclinical and clinical research to mitigate cognitive ageing.

## 1. Introduction

Ageing has emerged as a significant societal concern globally, precipitating a myriad of health issues attributable to diverse factors [1]. It constitutes a major risk factor for diseases, including neurocognitive and physical impairments [2]. The global prevalence of dementia is estimated at 50 million, with projections suggesting an increase to 150 million by 2050 [3]. Preventing cognitive decline is deemed crucial, as much of the neuropathology associated with dementia accumulates progressively over 20–30 years prior to its clinical onset [4]. Physical frailty, characterized by increased vulnerability to a spectrum of age-related stressors in conjunction with cognitive decline, serves as an important indicator of health and risk variation among the elderly population [5]. Despite ongoing research endeavors aimed at elucidating the etiologies of these age-related conditions, their underlying mechanisms remain inadequately understood. Consequently, there is an urgent imperative to identify and enhance resilience in older adults, thereby facilitating the maintenance of independence and quality of life.

Recent research highlights the recognition of changes in motor performance in older adults as an early indicator of cognitive decline and dementia [6,7]. In our previous study, we demonstrated an association between slow walking speed and cognitive decline in older people [8]. This association may be due to common risk factors such as cardiovascular disease [9], diabetes [10], depression, and movement disorders [11], which are more likely to occur in older people. Alternatively, they could be the result of common neural pathways affected by cerebral small vessel disease [12,13] or Alzheimer’s disease (AD) pathology [14,15]. Current research focuses on the relationship between motor biomarkers and cognitive indicators. For example, slow walking and subjective cognitive complaints have been associated with the risk of developing dementia [16]. Thus, a number of neurophysiological markers have been proposed to detect early cognitive decline. However, for many specialists, there is no clear answer. These associated findings raise questions about what causes age-related cognitive and physical symptoms, and what mechanisms and molecules are involved.

In order to address these questions, we observed naturally ageing adult mice rather than models of AD, already senile dementia, and age-related frailty phenotypes. The aim of this study was to detect cognitive and physical changes early and to analyze the pathway involved by monitoring two groups of mice: a young group and an adult group. The cognitive and physical functions of ageing mice were monitored at different time intervals. Specifically, we aimed to observe the initial manifestation and subsequent changes in these functions as a result of ageing. It is plausible that some adult mice will exhibit cognitive decline at the same ages. By selecting adult mice with cognitive decline and comparing them without cognitive decline, we intended to investigate which molecular alterations occurred in the brain, with a particular focus on the hippocampus. Furthermore, this study explored several compounds that may modulate the expression of a molecule altered in vitro, thereby suggesting potential therapeutic implications.

## 2. Materials and Methods

### 2.1. Cells

HT-22 mouse hippocampal cells were purchased from Sigma-Aldrich Co. LLC (Darmstadt, Germany). HT-22 cells were cultured in DMEM high glucose (Sigma-Aldrich) containing 10% Fetal Bovine Serum.

### 2.2. Mouse Models

Animal experiments were carried out in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals (8th edition, 2011), adopted by the research ethic committee of the faculty of medicine, Akita University, that approved the current protocol (a-1-0462, approval date: 16 February 2023). We used the C57BL/6NCrSlc strain, which is commonly employed in ageing research due to its well-documented genotypic and phenotypic characteristics [17]. Young and adult male mice were all housed and maintained in a room at 22 ± 2 °C with automatic light cycles (12 h light/dark) and a relative humidity of 40–60%. The mice were provided with a standard diet, 5L3R (PMI Nutrition International, Shoreview, MN, USA), and had access to fresh water at all times via an automated watering system. The cages were furnished with appropriate bedding materials to absorb moisture and provide comfort and were subjected to regular cleaning. These young mice of 4 weeks of age and adult mice of 40 weeks of age were purchased from Japan SLC, Inc. (Shizuoka, Japan). In the Y maze and open field test of this study, groups of male young (*n* = 20) of 4 weeks of age and adult (*n* = 20) of 40 weeks of age were first tested twice a month. A two-week interval was utilized to circumvent the carry-over effect that can ensue from the repetition of cognitive function tests. The point at which cognitive function began to decline in adult mice was at 47 weeks of age. Therefore, these mice were divided into the following three groups: A group of young mice with normal cognitive function (p1), a group of adult mice with normal cognitive function (p2), and a group of adult mice with cognitive function decline (p3). Mice were given T-scores and ranked based on their performance in cognitive function tests. The T-score was calculated using the standard formula, where each animal’s performance in the relevant tests was compared to the mean and standard deviation of the entire cohort. Specifically, the T-score for each animal was calculated using the following formula T = (X − μ)/σ, where X represents the individual animal’s score on a particular test, μ is the mean score of the entire group, and σ is the standard deviation. This standardized score allowed us to categorize animals based on their performance relative to the group as a whole. Based on G-power calculations, a minimum of 13 mice per group was required to achieve sufficient statistical power (80% or greater) to compare the three groups (p1, p2, p3). However, in this study we were limited to a total of 20 mice per group. In addition, the natural deaths of some mice during the study period made it impossible to achieve the sample size required for statistical evaluation. Therefore, we applied the principle of reduction to balance ethical considerations (principles of the 3Rs) since dissection was involved, and to maximize the data obtained from the available animals (*n* = 3). We continued to assess cognitive and physical function and presented data at 25 weeks of age for young mice and 61 weeks of age for adult mice.

### 2.3. Mouse Clinical FI Assessment

Mice were assessed for frailty using the 31-item mouse clinical FI, as described previously [18,19]. Briefly, young and adult mice were taken to a quiet room and allowed to acclimatize. The clinical assessment of deficits was then completed for each mouse; mice with no deficit received a score of 0, those with a mild deficit received a score of 0.5, and mice with a severe deficit received a score of 1. Values for each deficit were then summed and divided by the total number of deficits measured to yield an FI score theoretically between 0 and 1. Adult mice were assessed at 47 and 61 weeks of age compared with young mice at 11 and 25 weeks of age, and FI scores were balanced between young (p1) and adult groups (p2, p3) [20].

### 2.4. Physical Function Measurements

The forelimb grip strength of these mice was determined using a Grip Strength Meter (Columbus Instruments, Columbus, OH, USA). Grip strength was normalized by body weight. The locomotor functions (traveled distance, average walking speed) of these mice were assessed with open field tests.

### 2.5. Y-Maze Test

The Y-maze test (O’Hara Co., Ltd., Tokyo, Japan) was performed. This is a hippocampal-dependent short-term spatial working memory and reference memory test used to measure the willingness of rodents to explore new environments [21]. The behavior of young and adult mice, i.e., the entry times and positions of the arms, was observed for 5 min. These behavioral experiments were conducted during the dark phase, in accordance with the nocturnal nature of mice. When the mouse’s whole body was entered as an arm, the behavior was counted as an entry time. When the mouse entered three different arms successively, the alternation behavior was thought to reflect the capacity of working memory. The times of spontaneous alternation behavior was counted, and the ratio of alternation was calculated as ratio of alternation (times of spontaneous alternation/total times of arm entries-2) [20].

### 2.6. Open Field Test

The open field test fear response to novel stimuli was used to assess exploratory and anxiety-like behavior. Open field test protocols were modified [22]. The open field system was used (O’Hara Co., Ltd., Tokyo, Japan). A 10 cm area near the surrounding wall was delimited and considered the periphery. The rest of the open field was considered the central area [20]. The distance traveled, the ratio of the distance traveled in the central area/total distance traveled, and the time in the center of the open field were analyzed as measures of anxiety-like behavior. During the test, young and adult mice were allowed to move freely around the open field system and to explore the environment for 5 min.

### 2.7. Treatment with H_2_O_2_, Donepezil, Rivastigmine, Galantamine, Nicotine, Lobeline, Cytisine

HT-22 cells were grown in 100-mm collagen- or not-coated dishes to 80% confluence. They were treated for 0, 10, 20, and 30 min with 50 μmol/L and 100 μmol/L hydrogen peroxide (H_2_O_2_) diluted in a culture medium. HT-22 cells were treated with vehicle (0.1% ethanol), Donepezil (MedChemExpress Co., Monmouth Junction, NJ, USA), Rivastigmine (Combi-Blocks, Inc., San Diego, CA, USA), Galantamine (Cayman Chemical Co., An Arbor, MI, USA), Nicotine (MP Biomedicals, Inc., Irvine, CA, USA), Lobeline (MedChemExpress Co., Monmouth Junction, NJ, USA), Cytisine (ChemBrige Corporation, San Diego, CA, USA), at concentrations of 0, 5, 10, 20, and 25 μmol/L diluted in the medium for 72 h.

### 2.8. Microarray Analysis of Mice Brain Hippocampus

Mice were fully anesthetized and dissected after reflux with PBS to extract the brain. The hippocampus was extracted from the brain in a short time. RNA was extracted from hippocampus by RNeasy mini kits (QIAGEN Co., Hilden, Germany). The total RNA was isolated from each biopsy and individual samples were used for gene expression profiles. Target RNA was prepared by converting mRNA into double-stranded cDNA with a T7-(dT)_24_ primer incorporating a T7 RNA polymerase promoter. Double stranded cDNA synthesis and biotin-labeled cRNA was performed with a GeneChip^®^ WT Plus Kit (Affymetrix, Thermo Fisher Scientific, Santa Clara, CA, USA). After complementary RNA had been fragmented to sizes ranging from 35 to 200 bases by heating (35 min at 95 °C), 10 μg of RNA fragments were hybridized (16 h at 45 °C) to the Affymetrix Mouse Clariom S Array (Affymetrix, Thermo Fisher Scientific), which interrogates over 20,800 well-annotated genes. After hybridization, the gene chips were automatically washed and stained with streptavidin-phycoerythrin by the GeneCip Fluidis Station 450. The chips were scanned using the GeneChip Scanner 3000 7G (Affymetrix, Thermo Fisher Scientific, Inc.) [23]. Primary data analysis was performed with the Affymetrix Transcriptome Analysis Console (TAC) software ver 4.0.3 (Applied Biosystems) and was normalized and analyzed following the TAC user guide. Each analysis of variance was performed by one-way ANOVA. To determine the significance of differentially expressed genes, a cut-off for the fold change value ±1.5 and ** *p* < 0.05 was applied. Data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession number: GSE272324).

### 2.9. Histological Analysis of Mice Hippocampus

Mice were fully anesthetized and dissected after perfusion with PBS to extract brain. They were then embedded in tissue-tek O.C.T compound (Sakura Finetek Japan, Ltd., Tokyo, Japan) to prepare frozen sections. DAPI (4′,6-Diamidino-2-phenylindole Dihydrochloride Solution) staining (Dojindo Molecular Technologies, Inc., Kumamoto, Japan) of the hippocampus was performed to detect the cell nucleus. The secondary antibodies (Alexa Fluor 488 donkey) and antifade reagent were from Molecular Probes (Invitrogen). Fluorescent images were analyzed using a fluorescence microscope (BZ-X810, BZ-X800 analyzer, KEYENCE, Osaka, Japan).

### 2.10. Antibodies and Immunoblotting

HT-22 cells were lysed on ice for 1 h in buffer (50 mM Tris–HCl, pH 7.6, 150 mM NaCl, 1% NP-40, 0.1% SDS, 1 mM dithiothreitol, 1 mM sodiumvanadate, 1 mM phenylmethylsulfonylfluoride, 10 μg/mL aprotinin,10 μg/mL leupeptin and 10 mM sodiumfluoride). After blocking, the filters were incubated with the following antibodies: anti-Chrna3 (PA5-116458, Thermo Fisher Scientific) and anti-ß-actin (Cell Signaling Technology, Inc., Danvers, MA, USA). After washing and incubation with horseradish peroxidase-conjugated anti-rabbit IgG (Cell Signaling Technology, Inc.) for 1 h, the antigen-antibody complexes were visualized using an enhanced chemiluminescence system (Bio Rad Laboratories, Inc., Hercules, CA, USA).

### 2.11. Viability Analysis of HT-22 Cells

The viability (%) of control vehicle (0.1% ethanol), H_2_O_2_ 50 μM, 100 μM treated HT-22 cells were analyzed after 10–30 min treatment. 10 μL of these cell suspensions were added to 10 μL of 0.4% trypan blue solution and mixed gently by pipetting. Then, 10 μL of the mixture was pipetted and loaded into the counting chamber. Each cell count and viability were assessed using a TC20 automated cell counter (Biorad Laboratories, Inc., Boulder, CO, USA) [20].

### 2.12. Statistics

The results of in vivo and vitro studies were expressed as mean ± standard deviations (SD). Student’s *t*-test, unpaired *t*-test, and one-way ANOVA were used to perform the comparison of statistics among a set of samples with SPSS (Version 26.0, SPSS, Inc., Chicago, IL, USA). * *p* < 0.01 and ** *p* < 0.05 were considered a significant difference.

## 3. Results

### 3.1. Comparison of Cognitive and Physical Function of Young and Adult Mice

In this study, mice (C57BL/6NCrSlc) were assessed every two weeks for cognitive and physical functioning, starting at 4 and 40 weeks of age, for 21 weeks. A longitudinal analysis revealed significant differences between them at 11 and 47 weeks of age. No differences were observed between the young (11 weeks) and adult (47 weeks) groups with regard to physical function tests, including average usual walking speed (Figure 1A) and total distance traveled (Figure 1B). Furthermore, no differences were observed between the two groups in the Y-maze test, which is a test of spatial working memory function (Figure 1C). In the open field test, the percentage of time spent in the center of the open field area is used as an indicator of anxiety-like behavior. Lower percentages indicate higher levels of anxiety, as animals tend to avoid the center due to their natural tendency to stay close to the walls (thigmotaxis). Conversely, it was observed that anxiety-like behavior was significantly higher in adult mice than in young mice (Figure 1D). Further observation continued over time until the young mice were 25 weeks of age and the adult mice were 61 weeks of age. Consequently, no significant difference in physical functions was observed between the two groups (Figure 1A,B). However, in terms of cognitive function tests, although no significant difference was found in spatial working memory and spontaneous locomotor activity (Figure 1C), there was a decline in exploratory behavior in adult mice (61 weeks) compared to young mice (25 weeks) (Figure 1D).

In addition to assessing cognitive and physical function, we also evaluated the frailty phenotype. In terms of body weight, young mice at 11 weeks of age exhibited a significantly lower weight than adult mice at 47 weeks of age. However, the difference in body weight between young mice at 25 weeks of age and adult mice at 61 weeks of age was significantly lower, and the weight gain rate of the young mice increased (Figure 2A). Grip strength was also evaluated. A comparison of young mice at 11 weeks of age with adult mice at 47 weeks of age revealed a significant reduction in grip strength in the latter (Figure 2B). This trend remained consistent as the mice aged further to 25 and 61 weeks of age (Figure 2B). Subsequently, in order to assess the frailty phenotype in a comprehensive manner, we employed the FI, which is a widely utilized instrument in animal experimentation. A comparison of young mice at 11 weeks of age and adult mice at 47 weeks of age revealed that several physiological indicators of ageing were evident, including body temperature, piloerection, tail stiffening, coat condition, loss of coat color and alopecia (Figure 2C,D). Similarly, further indications of frailty were observed in young mice at 25 weeks of age and adult mice at 61 weeks of age, and phenomena such as cataracts and threat reflex were also observed (Figure 2C,D).

### 3.2. Comparison of Young Mice (p1), Adult Mice with Normal (p2), and with Declining Cognition (p3)

In order to ascertain the cause of early age-related cognitive decline, we selected adult mice with declining cognitive function. The selection method involved comprehensively ranking the T-scores of adult mice based on the results of two cognitive function tests (Y-maze test, open field test). The lowest three mice were then selected in accordance with the principles of the 3R (*n* = 3). The mice were then divided into three groups: young mice with normal cognitive function (p1), adult mice with normal cognitive function (p2), and adult mice with cognitive function decline (p3). The aim of reassessing subgroup performance was to gain a clearer understanding of the molecular mechanisms underlying different cognitive functions and to ensure that molecular differences consistently correlated with subgroup performance differences and were not simply artefacts of the initial test results. No significant difference was observed between the three groups (p1–p3) of young mice (11 weeks) and adult mice (47 weeks) with respect to average walking speed. Similar results were obtained for young mice (25 weeks) and adult mice (61 weeks) (Figure 3A). With regard to the total walking distance, no significant difference was observed between the three groups (p1–p3): young mice (11 weeks) and old mice (47 weeks), and young mice (25 weeks) and adult mice (61 weeks) (Figure 3B). In the Y-maze test, when comparing three groups (p1–p3) of young mice at 11 weeks of age and adult mice at 47 weeks of age, the p3 group demonstrated a significant difference compared to the p1 and p2 groups. It was confirmed that spatial working memory was significantly reduced in p3 (Figure 3C). A comparison of three groups of young (25 weeks) and adult (61 weeks) mice revealed a significant decrease in the p3 group compared to the p1. A similar difference was observed when the p3 was compared with the p2 (Figure 3C). No significant difference was found in spontaneous locomotor activity (Figure 3C). Furthermore, when comparing three groups of young (11 weeks) and adult (47 weeks) mice in an open field test, the p3 group demonstrated reduced exploratory behavior compared to the p1 group. However, no significant difference was observed between the p3 and p2 groups (Figure 3D). When comparing three groups of young (25 weeks) and adult (61 weeks) mice, there was a tendency for the p3 group to exhibit lower exploratory behavior than the p1 and p2 groups (Figure 3D). The mice were then assessed for frailty. Body weights were compared for three groups of young mice (11, 25 weeks) and adult mice (47, 61 weeks). The results demonstrated that p2 and p3 were significantly heavier than p1 (Figure 4A). No significant difference in grip strength was observed between the three groups (Figure 4B). Finally, the ageing phenotype was assessed using the FI. Consequently, both the p2 and p3 exhibited significantly accelerated ageing symptoms in comparison to the p1 (Figure 4C).

### 3.3. Chrna3 Expression Was Reduced in the Hippocampus of Adult Mice with Cognitive Decline Compared to Adult Mice Without Cognitive Decline

In this study, we focused our analysis on the hippocampus, which plays an important role in maintaining memory function. We studied adult mice at 47 weeks of age, when signs of changes in cognitive function were first observed, and young mice at 11 weeks of age. From these three groups (p1–p3) of mice, the hippocampus was removed from the whole brain and RNA was extracted. The RNA was converted to cDNA and DNA microarray analysis was performed to compare differences in gene expression. 

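Hippocampal RNA of 9 male mice was measured on Affymetrix Mouse Clariom S arrays, which read each transcript with a probe set, with 1 array per mouse. The p1 group was mice 7, 19 and 20 (young, normal cognition, 11 weeks), the p2 group mice 3, 8 and 18 (adult, normal cognition, 47 weeks) and the p3 group mice 2, 6 and 11 (adult, cognitive decline, 47 weeks). The authors normalized the arrays in TAC and deposited log2 values for 22206 probe sets. In the p2 columns, 15915 of these values per mouse (71.7%) follow a straight line by row number that continues the trend of the values above. Values and line were compared after sorting (largest gap 5e-10), since 3 rows stand elsewhere in the row order. The 15915 values were not used as measurements. Comparisons with p2 therefore cover 6291 probe sets (5614 named genes), and the comparison of p3 with p1 covers all 22206 (19505 named genes). The 6291 are the first rows in the order of the deposited values, a block and not a random sample of the array. Every count, list and figure gene compared with p2 is limited to this block. The median log2 value was 6.65, 6.68 and 6.62 in the p1 mice and 6.65, 6.65 and 6.71 in the p3 mice, and over the measured probe sets 6.94, 6.95 and 7 in the p2 mice. The correlation between any pair of arrays across the 6291 probe sets was 0.990 to 0.995. The groups were compared in limma with 1 fit over all mice. A gene counted as past the study's threshold with a fold change over 1.5 and an unadjusted p under 0.05. The paper's array methods name a one-way ANOVA. The methods' t-test given below uses only the groups compared, and comes from the paper's general statistics, not from its array methods. The number of arrays, 3 per group, limits the precision of every difference.

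Markers of tissues that border the hippocampus differed between single mice. Genes of the choroid plexus, which secretes cerebrospinal fluid, stood in the median 3.64 above the mean of the other mice on the log2 scale in p1 mouse 19 (17 genes) and 3.32 above it in p3 mouse 11. Ttr, the transthyretin gene and the most abundant choroid plexus transcript, had a log2 value of 19.05 in p1 mouse 19 and 19.19 in p3 mouse 11, and 9.74 to 14.67 in the other p1 and p3 mice. Thalamus markers stood 2.57 above the other mice in p3 mouse 11 (14 genes), where Rgs16 was at 10.05 and Synpo2 at 9.41, against 6.27 to 7.16 and 5.28 to 6.40 in the other mice.

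**Figure D1:**
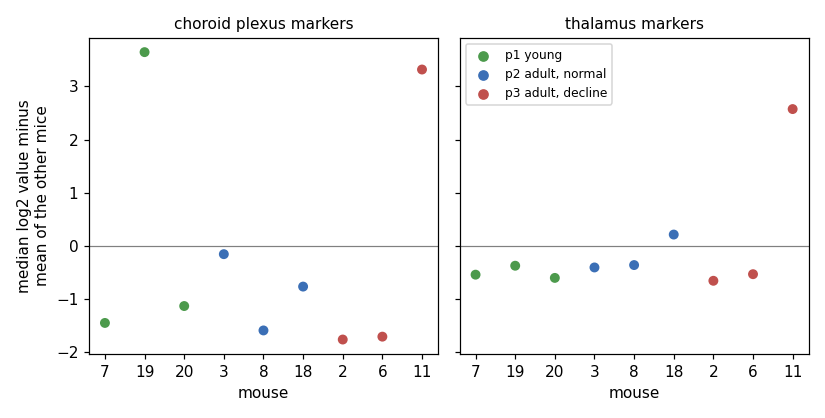
Median over choroid plexus markers (left) and thalamus markers (right) of the log2 value of 1 mouse minus the mean of the other mice, with 1 point per mouse, coloured by group; the p2 mice are shown over the 5 markers measured in them. The points of p1 mouse 19 (3.64) and p3 mouse 11 (3.32) lie above all others on the left, and p3 mouse 11 (2.57) on the right.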

When comparing a group of adult mice with normal cognition (p2) and a group of adult mice with cognitive decline (p3), changes in the expression of approximately 170–230 genes were observed (Figure 5A,B). 

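Mmp17, a membrane-type matrix metalloproteinase, had the smallest p of the 6291 probe sets compared, which do not include Chrna3. Mmp17 was lower in p3 (log2 value 7.96 ± 0.17) than in p2 (8.93 ± 0.33, SD, n = 3 mice in each group), a log2 difference of -0.97 (standard error 0.18, adjusted p = 0.853 from limma). Mndal, an interferon-inducible gene, had a log2 difference of -0.76 (standard error 0.16) and Gm15455 of -0.75. Mecom, a zinc finger transcription factor, was higher in p3 by 0.87 (standard error 0.21), Trpa1, a cation channel that senses irritants, by 0.82, Gimd1 by 0.81 and Il1f8, a cytokine of the interleukin 1 family, by 0.79. The rule that named these 7 genes asked for p2 and p3 mice that do not overlap, so that trait adds no support. All 7 stayed past the study's threshold when each mouse was left out in turn, but they are only part of the genes the rule named. Over the 3 comparisons, 23 of 66 named genes past the threshold stayed past it under every alternative. Ythdf1, a reader of N6-methyladenosine in RNA (-0.63), and Gstm3, a glutathione transferase (-0.68), passed the threshold too, but not without p3 mouse 11 (-0.54 and -0.57).

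Immediate early genes, which neurons transcribe upon activity, were all on the lower side in p3. Of the 5 measured, Nr4a3 differed by -0.48, Btg2 by -0.45 and Bdnf by -0.40, the median was -0.40, and none was past the study's threshold. None had a p under 0.05 when adjusted over the list alone, 2 had an unadjusted p under 0.05, and the methods' t-test gave 1. As a group they were lower in camera with its preset correlation of 0.01 (adjusted p = 0.0134 over the lists; adjusted p = 0.729 with an estimated correlation), though the adjusted p was 0.0735 without p2 mouse 3 and 0.192 without p3 mouse 11. All 8 measured markers of dentate granule cells were also on the lower side in p3 (median -0.29; C1ql2 -0.81 and Prox1 -0.46), none past the threshold, none at an unadjusted p under 0.05 and none adjusted over the list alone. Their group was lower in camera (adjusted p = 0.0479; adjusted p = 0.729 with an estimated correlation), but the mean difference was -0.12 (adjusted p = 0.638) without p2 mouse 3, in which these markers stood 0.70 above the other mice, and the adjusted p was 0.144 without p3 mouse 2 and 0.192 without p3 mouse 11. Thalamus markers had a median difference of 0.73 in the same comparison (5 measured) and -0.11 without p3 mouse 11, and choroid plexus markers of 1.02 (5 measured), with a mean of 0.88 that was -1.02 without p3 mouse 11.

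In all, 97 of 6291 probe sets passed the study's threshold, 60 higher and 37 lower in p3 (42 of 92 higher after quantile normalization, 11 of 35 among probe sets above the median level and 11 of 38 at a log2 value of 6 or more), and 3 were past a fold of 2. The count was 163 without p2 mouse 18, 177 without p3 mouse 2 and 155 without p3 mouse 6, and 61 more than 97 without p2 mouse 8. At an adjusted p under 0.05 limma called 0 probe sets, with 335 at an unadjusted p under 0.05, and the methods' t-test called 41 at the study's threshold and 1, with no gene symbol, after adjustment. The p2 and p3 mice did not overlap in 695 probe sets (11.05%), where chance gives 10%.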

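Fap, the fibroblast activation protein, was at a log2 value of 5.99 ± 1.27 in p3 and 4.59 ± 0.21 in p2 (SD, n = 3 mice in each group), a difference of 1.40 (standard error 0.62). Plch1, a phospholipase C, was higher in p3 by 1.02 (standard error 0.43), Slc16a4, a monocarboxylate transporter, by 1.00 (standard error 0.37), Cst13, a cystatin, by 0.89 (standard error 0.31) and Mc3r, a melanocortin receptor, by 0.84 (standard error 0.31), all past the study's threshold. Rad21l, a cohesin subunit of meiosis, differed by 0.65 (standard error 0.37) and was not past it. These are the 6 of the 33 genes drawn in Fig. 5C whose values were measured in both groups. All 6 had higher means in p3, though in Cst13, Rad21l and Plch1 the p2 and p3 mice overlapped. All 6 also had lower means in p2 than in p1 (median -0.39, with Slc16a4, at -0.92, past the threshold), with Fap at 5.75 ± 1.09 in p1, but both comparisons use the same p2 mice. In arrays simulated with no changed gene, 82.0% to 96.6% of the genes called higher in p3 than in p2 had a lower mean in p2 than in p1. After adjustment over the list alone 3 of the 6 had a p under 0.05, which is not independent evidence since the study chose the genes on these mice, and the methods' t-test called 1. Each of the 5 calls was lost without at least 1 mouse, with a difference of 0.72 for Fap and 0.69 for Plch1 without p3 mouse 11, 0.86 for Slc16a4 and 0.73 for Cst13 without p2 mouse 18, and 0.61 for Mc3r without p2 mouse 3. Chrna3, which encodes the α3 subunit of the nicotinic acetylcholine receptor, had log2 values of 4.03, 4.26 and 4.02 in p3 mice 2, 6 and 11. Of all probe sets, 22.4% lay below its mean of 4.26 over the p1 and p3 mice. Its p2 values belong to the part of the columns that was not used, so no difference of Chrna3 between p2 and p3 was computed here.

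**Figure D2:**
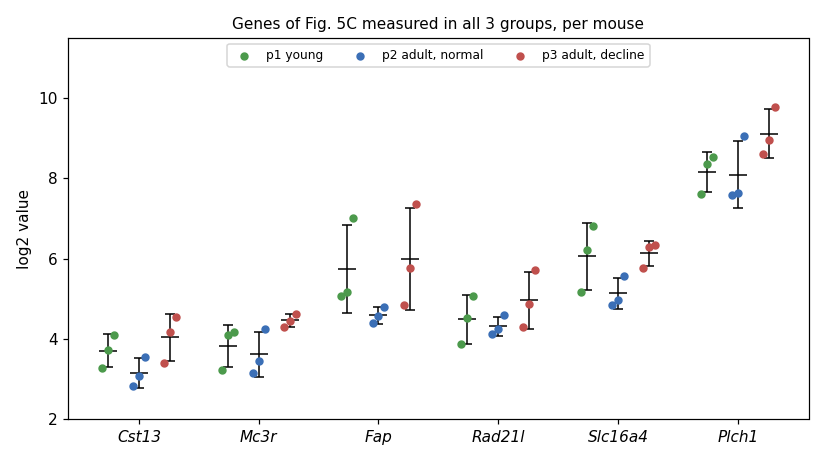
Log2 values of 6 genes in single mice (points) of the p1, p2 and p3 groups, with the mean and SD of each group (bars), n = 3 mice per group. The means of Fap are 4.59 in p2 and 5.99 in p3, and those of Slc16a4 5.14 and 6.14.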

Among the various genes whose expressions changed, significant changes were observed in genes related to cognitive functions, with the expression of Chrna3 being detected as the most significant change (Figure 5C). We then compared a group of young mice with normal cognitive function (p1) and a group of adult mice with normal cognitive function (p2). Changes were observed in approximately 150–190 gene clusters. 

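Igfbpl1, a gene of immature neurons, was lower in p2 (log2 value 3.44 ± 0.35) than in p1 (5.01 ± 0.89, SD, n = 3 mice in each group), a log2 difference of -1.56 (standard error 0.38, adjusted p = 0.999 from limma). Ube2c, a ubiquitin-conjugating enzyme of cell division, had a difference of -0.70, Fmo4, a flavin monooxygenase, of -0.78 and Larp1b, an RNA-binding protein, of -0.67. Gm13304, a copy of the Ccl21 chemokine gene, went from 8.91 ± 0.12 in p1 to 10.23 ± 0.46 in p2 (difference 1.31, standard error 0.28), and Ccl21b was higher by 0.99. In p3 Gm13304 was at 9.28 ± 0.51 (0.37 above p1 and 0.94 below p2), with p3 mouse 2 at 9.86, near p2 mouse 8 at 9.93. Lhx9, a LIM homeobox transcription factor, was higher in p2 by 0.82, Apbb1ip, an adaptor of integrin activation, by 0.74, Cyp2j8, a cytochrome P450, by 0.78, Tmem81 by 0.91 and Tyw3, a tRNA-modifying enzyme, by 0.70. In these 11 genes the p1 and p2 mice did not overlap, which the naming rule asked for, so that trait adds no support. All 11 stayed past the study's threshold when each mouse was left out in turn, but they are only part of the genes the rule named. As given above, most named genes past the threshold did not stay past it under every alternative (23 of 66 did). The Ccl21 copies are nearly identical and can share signal between probe sets, so Gm13304 and Ccl21b are not 2 independent observations. Gm10591, of the same multi-copy region, passed the threshold too (1.14, standard error 0.24). The total given below counts each of these copies separately. Of 4 Fam205a genes listed with them after the result was seen, 3 also passed the threshold, Fam205a4 by 0.68, Fam205a2 by 0.61 and Fam205a3 by 0.60, and in these p3 mouse 2 (10.86, 9.93 and 10.41) lay within the range of the p2 mice.

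All 4 measured oligodendrocyte genes, which serve the making of myelin, were on the lower side in p2. Cldn11 passed the threshold (-0.71, standard error 0.27), and Ugt8a (-0.49), Mal (-0.43) and Ermn (-0.13) did not. None of the 4 had a p under 0.05 when adjusted over the list alone, 3 had an unadjusted p under 0.05 and the methods' t-test gave 0. The group was lower in camera with its preset correlation (adjusted p = 0.00990; adjusted p = 0.613 with an estimated correlation), but its mean difference fell in size from -0.44 to -0.26 (adjusted p = 0.185) without p1 mouse 19, in which 19 oligodendrocyte genes stood 0.44 above the other mice, and the adjusted p was 0.101 without p2 mouse 18. Cldn11 alone was at -0.48 without p1 mouse 19 and -0.58 without p1 mouse 7, both short of the threshold.

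Of 6291 probe sets, 81 passed the study's threshold between p1 and p2, 45 higher and 36 lower in p2. After quantile normalization 48 of 79 were higher. Among probe sets above the median level 24 of 32 were higher, and 27 of 36 at a log2 value of 6 or more. Without p1 mouse 7, p1 mouse 19, p2 mouse 8 or p2 mouse 18 the count was 126, 136, 122 and 127, and it was 143 without both p1 mouse 19 and p3 mouse 11, an alternative chosen after seeing the data. None reached an adjusted p under 0.05 in limma, where 268 had an unadjusted p under 0.05, or in the methods' t-test, which called 38 at the study's threshold. The one-way model without limma's moderation called 54 at the threshold and 0 after adjustment. In 548 probe sets (8.71%) the p1 and p2 mice did not overlap, against the 10% that chance gives.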

The gene cluster mainly contained genes related to inflammatory pathways such as cytokines and complement, and metabolic pathways related to insulin, cytoskeleton, and hormones. Among these, various factors such as insulin signaling, which is involved in metabolic pathways, have been reported to play multifaceted roles in cognitive ability [24], but genes directly related to neural signals were not significantly detected. 

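C1qc and C1qb, which encode chains of the first complement component, were higher in p2 than in p1 by 0.52 (standard error 0.17) and 0.39 (standard error 0.18) on the log2 scale, without passing the fold of the study's threshold. Of 9 listed complement genes none passed it, 1 had an unadjusted p under 0.05 in limma and 1 in the methods' t-test (camera adjusted p = 0.518, and 0.773 with an estimated correlation). Cd46, a complement regulatory gene outside these 9, did pass the study's threshold. The same C1q genes are microglial, and of 8 microglial genes 6 were on the higher side in p2, with Ctss at 0.28 and none past the threshold (adjusted p = 0.0724; adjusted p = 0.666 with an estimated correlation). Of 18 cytokines and cytokine receptors, 8 were on the higher and 10 on the lower side, with Il10 at 0.30, Csf1 at 0.24 and Il1r1 at -0.29, and 0 had an unadjusted p under 0.05 in limma or in the methods' t-test (camera adjusted p = 0.781, and 0.914 with an estimated correlation). Outside these 18, the chemokine genes Ccl21b and Gm13304 and Gm10591 of their region, given above, and the interferon gene Ifna7 passed the study's threshold.

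Lepr, the leptin receptor, was lower in p2 (5.72 ± 0.11) than in p1 (6.54 ± 0.56, SD, n = 3 mice in each group), a difference of -0.82 (standard error 0.28). It was the 1 gene of 15 peptide and steroid hormones and receptors past the study's threshold, and was at -0.55, short of it, without p1 mouse 19, whose choroid plexus genes were high. In that group 12 of 15 were on the lower side, among them Ghrh (-0.35) and Avp (-0.38) (adjusted p = 0.0762; adjusted p = 0.613 with an estimated correlation). Of 10 genes of insulin and IGF signalling, Igfbp7, an IGF-binding protein, differed by -0.54 and Ptpn1, a phosphatase of the insulin receptor, by -0.34. Of the 10, 0 passed the threshold, 1 had an unadjusted p under 0.05 in limma and 0 in the methods' t-test (adjusted p = 0.625; adjusted p = 0.773 with an estimated correlation). Of 13 cytoskeleton genes, with Tpm2 at -0.34 and Vim at 0.33, 0 had an unadjusted p under 0.05 in either test (adjusted p = 0.990; adjusted p = 0.991 with an estimated correlation). In each of these 6 groups, 0 genes had a p under 0.05 when adjusted over the list alone.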

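Kcna4, a voltage-gated potassium channel, was higher in p2 (log2 value 10.71 ± 0.35) than in p1 (10.27 ± 0.16, SD, n = 3 mice in each group) by 0.44 (standard error 0.19), and Kcnd3, another, by 0.39, neither past the study's threshold. Of 10 voltage-gated channels 8 were on the higher side in p2, and Kcna4 was the 1 with an unadjusted p under 0.05 (camera adjusted p = 0.373). Without p1 mouse 20 the channels as a group had a mean difference of 0.20 (adjusted p = 0.0310; adjusted p = 0.333 with an estimated correlation). All 4 measured glutamate receptor genes were on the lower side (Grik3 -0.22, Grm3 -0.10, Grin3a -0.07 and Gria2 -0.02; adjusted p = 0.625), and so were 7 of 9 genes of GABA receptors and GABA synthesis, with Gad2 at -0.38 and Slc32a1, the vesicular GABA transporter, at -0.28. Of 7 genes of the synaptic vesicle and the postsynaptic density, Stx1a was at -0.44, Nlgn1 at 0.15 and Pclo at 0.13 (adjusted p = 0.843). In these 4 groups 0 genes passed the study's threshold and 0 had a p under 0.05 when adjusted over the list alone in limma, where 1 had an unadjusted p under 0.05, and the methods' t-test gave 0. With an estimated correlation and all mice the adjusted p was 0.773 for the channels, 0.776 for the glutamate and the GABA genes and 0.914 for the synaptic genes.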

Finally, changes in Chrna3 expression were confirmed by immunohistochemistry. We found that Chrna3 expression was significantly reduced in adult mice with cognitive decline compared to adult mice without cognitive decline (Supplementary Figure S1).

### 3.4. Chrna3 Expression Was Downregulated by Oxidative Stress and Cholinesterase Inhibitors, and Upregulated by Nicotine and Cytisine in HT-22 Cells

Based on the results of these animal experiments, we then investigated how Chrna3 expression changes in response to various exogenous stimuli in vitro. We carried out in vitro experiments using HT-22 cells, which are derived from mouse hippocampal cells. Since oxidative stress is one of the major stress factors promoting the ageing process, we first decided to treat the HT-22 cells with H_2_O_2_. After H_2_O_2_ treatment for 0, 10, 20, and 30 min, the cell viability (%) of HT-22 cells was found to decrease in a time- and concentration-dependent manner compared to untreated controls (Figure 6A). Furthermore, Chrna3 expression was found to be similarly decreased by oxidative stress compared to the control (Figure 6B).

Furthermore, we observed chemical compounds that alter Chrna3 expression. First, we considered as candidate compounds those which are used clinically to treat AD, particularly to improve cognitive function. HT-22 cells were treated with donepezil, rivastigmine, and galantamine for 72 h, which are cholinesterase inhibitors that increase acetylcholine [25]. It was observed that treatment with donepezil and galantamine decreased Chrna3 expression at the concentration of 20 and 10 μM respectively, and rivastigmine showed a dose-dependent decrease (Figure 6C). We have also had access to the database for compounds that change Chrna3 expression. The database used in this study was the KEGG (Kyoto Encyclopedia of Genes and Genomes) [26], a database that integrates information on intermolecular networks of genes, proteins, metabolism, and signaling. According to this database, 18 compounds targeting Chrna3 were identified [27]. Most of these compounds were related to the musculoskeletal system, but these were eliminated and those acting directly on the central nervous system were selected, with the exception of acetylcholine. As a result, nicotine, cytisine, and lobeline were selected as candidates. Cytisine and lobeline are alkaloids that occur naturally in several plants and act as nicotinic agonists [28]. When these compounds were treated in HT-22 cells, lobeline did not alter Chrna3 expression. On the other hand, nicotine and cytisine were observed to significantly increase Chrna3 expression in a concentration-dependent manner (Figure 6C).

## 4. Discussion

Given that ageing is the major risk factor for dementia [29] and frailty [30], we conducted longitudinal observations of naturally ageing mice to determine the sequence and extent of early onset of cognitive and physical functional decline and to identify the related molecular changes. Mice aged 4 and 40 weeks were monitored over time, and it was at 47 weeks of age that the first signs of cognitive decline were observed. The initial decline was observed in exploratory behavior (Figure 1D). In terms of physical function, no changes in usual walking speed or total distance traveled, which reflect lower limb muscle strength, were observed during the observation period (Figure 1A,B). On the other hand, changes in body weight and grip strength, which reflect upper limb muscle strength, were observed (Figure 2B). Numerous neurophysiological markers have been proposed to detect early cognitive impairment, yet diagnosis remains challenging for specialists [31]. Our findings indicate that cognitive decline initially manifests in motivation-related functions such as exploratory and anxiety-like behavior, followed by a decline in cognitive functions such as spatial working memory. Additionally, in terms of physical function, our results showed that weight increases with age and muscle strength decreases faster in the upper limb than in the lower limbs. Although recent studies have highlighted usual walking speed as a biomarker for early detection of cognitive decline [32], our results suggest that upper limb muscle strength is equally important. Indeed, previous work has reported associations between upper limb muscle weakness and cognitive function [33,34]. Moreover, when assessing the ageing phenotype using FI, middle-aged mice exhibited higher body temperature, piloerection, hair loss, loss of coat color, abdominal distension, and cataracts compared to younger mice (Figure 2C,D).

Similar to humans, some ageing mice maintain cognitive function while others do not. To understand why cognitive function varies among mice of the same age, we hypothesized that comparing these two groups of adult mice (p2, p3), while using young mice as controls (p1), would reveal the underlying causes of early cognitive decline. The selection method involved ranking the T-scores of adult mice based on two cognitive function tests (Y-maze test, open field test) and selecting the three lowest (p3) and three highest (p2) scoring mice, in accordance with the principles of the 3R (*n* = 3). Interestingly, when these selected mice were compared, the physical functions, i.e., usual walking speed, total traveled distance, grip strength, body weight, and FI tended to be similar to the results of all comparisons between young and adult mice (Figure 3A–C and Figure 4A–C), whereas the cognitive functions of adult mice (p2 vs. p3) showed a clear trend towards a reduction in spatial working memory rather than in exploratory behavior (Figure 3C,D).

Since the hippocampus is crucial for memory function, we extracted the hippocampi from these mice and used DNA microarrays to compare gene expression between cognitively normal and impaired adult mice (p2 vs. p3), and between young and adult mice (p1 vs. p2). The results showed a significant reduction in Chrna3 expression in cognitively impaired adult mice compared to those without decline (Figure 5C). This change in Chrna3 expression was not observed when comparing young and adult mice, indicating that it is not simply an effect of age differences. 

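Chrna3 had log2 values of 4.68, 4.43 and 4.12 in p1 mice 7, 19 and 20 (4.41 ± 0.28) and a mean of 4.10 ± 0.14 in p3 (SD, n = 3 mice in each group). The difference between p3 and p1 was -0.31 (standard error 0.18, adjusted p = 0.886 from limma), with p3 mouse 6 above p1 mouse 20 (exact permutation test, two-sided p = 0.2, where 3 mice against 3 cannot give less than 0.1). It was not past the study's threshold, and it lay between -0.17 without p1 mouse 7 and -0.45 without p1 mouse 20. With the mean of other medial habenula markers as a covariate the difference was -0.36. Chrnb4, which lies beside Chrna3 in the genome and encodes the β4 subunit that pairs with α3, was at 4.70 ± 0.44 in p1 and 5.05 ± 0.60 in p3, and Chrna5, on its other side, at 6.82 ± 0.39 and 6.74 ± 0.34. Differences of these 3 genes from p2 were not computed, since their p2 values were among those not used. From the comparison of p2 with p3 in Fig. 5C and the comparison of young with adult mice, the paper reasons that the change of Chrna3 is not simply an effect of age.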

In the brain, nicotinic acetylcholine receptors (nAChRs) are widely expressed [35] and involved in regulating several functions, including cognitive and physical abilities. The nAChRs are Ach-activated cationic channels composed of nine α (α2–α10) and three β subunits (β2–β4) [36,37,38]. The homomeric (α7 or α9) or heterometric (α2–α6 with β2–β4) assembly of five subunits generates multiple subtypes with distinct pharmacological and functional properties [39]. The most widely expressed neuronal subtypes in the brain are heteromeric α4β2 and homomeric α7 receptors, whereas α3β4 is the most widely expressed subtype in the peripheral nervous system [40]. Although Chrna3 is not the most abundantly expressed nicotinic acetylcholine receptor (nAChR) subunit in the central nervous system, our results suggest that its expression was reduced in the hippocampus with cognitive decline. To investigate this further, we now examined the expression of other nAChR subunits in our data set. Our analysis showed that other specific subunits (e.g., Chrna4, Chrna7) did not change with age in the hippocampus, suggesting that age-related changes in the composition of other nAChRs may not influence cognitive function during ageing. In addition, different nAChR subtypes involved in α3β4 subunit have been reported in the hippocampus [41]. 

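Chrna7, which encodes the subunit of homomeric α7 receptors, was at a log2 value of 10.33 ± 0.10 in p1 and 10.37 ± 0.07 in p3 (SD, n = 3 mice in each group), a difference of 0.04 (standard error 0.14). Chrna4 was at 10.95 ± 0.28 in p1, 10.79 ± 0.57 in p2 and 11.52 ± 0.76 in p3, a difference of -0.17 between p2 and p1 and of 0.57 between p3 and p1 (standard error 0.38 for both). Chrnb2, whose product pairs with that of Chrna4, differed by -0.03 between p2 and p1 and by -0.30 between p3 and p1. None of these differences passed the study's threshold. Of the 6 subunits measured in p2, Chrnd, a subunit of muscle receptors with a level that 2.49% of probe sets lay below, passed it between p1 and p2, from 3.27 ± 0.57 to 2.57 ± 0.26 (difference -0.71, standard error 0.26, adjusted p = 0.999). It was short of the threshold without p1 mouse 19 (-0.57), p1 mouse 20 (-0.51) or p2 mouse 8 (-0.56), and in the methods' t-test, which called 0 subunits. Chrna9 differed by -0.35 between p2 and p1 and by 0.32 between p3 and p2, each time with groups that did not overlap and a fold under 1.5. Both differences use the same p2 mice and are not independent. In these comparisons the groups did not overlap in 8.71% and 11.05% of all probe sets, where chance gives 10%. Between p3 and p2 no subunit passed the threshold, with Chrna4 at 0.73 (standard error 0.38), 1 at an unadjusted p under 0.05 in limma and 1 in the methods' t-test, and 1 passed it without p2 mouse 18 or without p3 mouse 6. Of 16 subunits measured in p1 and p3, 0 passed the threshold, 0 had an unadjusted p under 0.05 in limma and 0 in the methods' t-test, and 1 passed the threshold without p1 mouse 7. In all 3 comparisons 0 subunits had a p under 0.05 when adjusted over the list alone. Thalamus markers were high in p3 mouse 11, in which Chrna4 was at 12.40 against 11.10 and 11.06 in the other p3 mice.

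**Figure D3:**
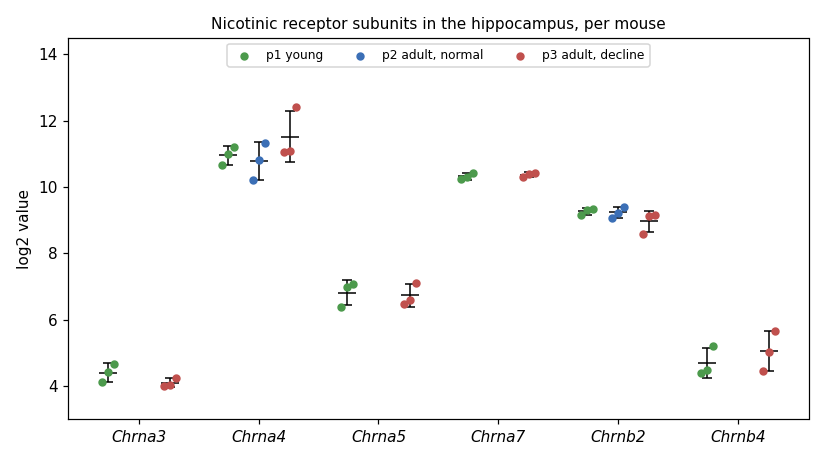
Log2 values of 6 nicotinic receptor subunit genes in single mice (points) with the mean and SD of each group (bars), n = 3 mice per group; p2 is drawn only where it was measured. Chrna7 lies between 10.24 and 10.44 in the p1 and p3 mice, and p3 mouse 11 has the highest point of Chrna4 (12.40).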

Despite unique functional properties, the subtypes overlap sufficiently, complicating their distinction using pharmacological agents [42]. In particular, the activation of Chrna3 suppresses anxiety behavior [43]. It is also known that the activation of Chrna3 improves cognitive functions such as memory and attention, while a reduction in Chrna3 leads to a decline in cognitive function [44]. Thus, Chrna3 is deeply involved in the regulation of important neural functions such as anxiety, cognition, and reward, and it is becoming clear that changes in its expression level and activity are involved in the pathology of various psychiatric and neurological disorders.

We then investigated how Chrna3 expression responds to exogenous stimuli using HT22 cells, derived from the mouse hippocampus. First, we examined whether age-related stress affects its expression. Oxidative stress, used as an age-related stress model [45], reduced Chrna3 expression in a time- and concentration-dependent manner (Figure 6B). These results suggest that increased oxidative stress may decrease Chrna3 expression, contributing to cognitive decline. It is well known that nAChRs are targets of the neurotransmitter acetylcholine, nicotine, and many high-affinity nicotinic agonists [46]. It has been reported that hippocampal changes induced by overexpression of the human Chrna3 gene cluster may underlie cognitive deficits rescued by nicotine in transgenic mice [47]. Previous reports have demonstrated that treatment with cholinesterase inhibitors increase the expression of the α4 subunit at the cellular level [48]. Therefore, we treated with donepezil, rivastigmine, and galantamine. However, contrary to our expectations, treatment with them did not change Chrna3 expression and, on the contrary, decreased it (Figure 6C). Finally, using the KEGG database, nicotine, cytisine and lobeline were identified as potential candidates [27]. Treatment with nicotine and cytisine increased Chrna3 expression in a dose-dependent manner, but lobeline had no effect (Figure 6C). Nicotine, acting via nAChRs, has shown short-term cognitive improvements, particularly in attention, working memory, and executive function [49,50], and has been found to ameliorate cognitive impairment in disease-related cognitive disorders such as age-related memory impairment, AD, Parkinson’s disease, schizophrenia, stroke, and attention deficit hyperactivity disorder [51]. Cytisine, a natural plant alkaloid used in smoking cessation, binds to nAchR and has been shown to reduce cognitive decline in the early stage of AD model mice [52]. The mechanisms by which nicotine and cytisine improve cognitive function are not fully understood, and there are no reports demonstrating that they upregulate Chrna3 expression specifically, as shown in this study. Recent studies indicate that α7 and Chrna3 expression are regulated by different mechanisms, with Chrna3 expression increasing upon Tyr kinase inhibition or Ser/Thr phosphatase 2A activation [53]. Our results showed that cholinesterase inhibitors decreased Chrna3 expression, whereas the direct agonists nicotine and cytisine increased it. There is currently no literature that clearly identifies these opposing mechanisms of Chrna3, and most studies have generally examined their effects on nAChRs. We speculate that cholinesterase inhibitors may suppress receptor gene transcription through sustained stimulation by elevated acetylcholine levels in the synaptic cleft. Conversely, nicotine and cytisine have been shown to increase receptor expression in animal models and smokers, and the mechanisms behind this have been speculated to be receptor aggregation, proteosomal degradation, trafficking, and cell surface expression [54,55]. Further experimental investigation is needed to better understand these different effects. Despite cardiotoxic side effects preventing the approval of several α7nAChR agonists, nicotine-derived agonistic compounds like cytisine, which increase Chrna3 expression, appear promising for cognitive function and neurological disease-related cognitive impairment.

A limitation of this study is the reliance on the Y-maze [56,57,58] and open field tests to assess cognitive and motor function, which require the inclusion of additional tests of hippocampal function (such as the Barnes maze, Morris water maze, etc.), activity measurements, or motor function (such as the rotarod, beam walking, etc.) and rigorous mouse screening. In addition, because our primary focus is on the behavioral measures, specifically the time spent in the center and the total distance traveled, we chose not to include fecal boli counts in the open field test. Moreover, the decision to use only male animals was primarily based on several factors. Firstly, male animals are often chosen to minimize variability, particularly in studies where hormonal fluctuations in females could introduce additional complexity and potentially confound the results. This is particularly important in longitudinal studies where consistency across time points is essential. In this study, we demonstrated that Chrna3 expression declines with age; however, we have not yet established Chrna3 as a key regulator of cognitive function in mice. We recognize that this approach has limitations and may not fully capture the broader applicability of our findings. Going forward, we plan to include female subjects in future studies to ensure a more comprehensive understanding of the phenomena we are investigating. Furthermore, the potential involvement of the cholinergic system in linking cognitive and physical functions suggests the need for muscle analysis. Although other studies have demonstrated the effects of these compounds on cognitive function, in the near future the effects of treating these compounds with cognitively impaired mice should be examined. Additionally, the potential toxic effects and side effects of nicotine and cytisine need to be thoroughly investigated.

## 5. Conclusions

In conclusion, this study, by longitudinally observing young and adult mice, found an initial decline in exploratory behavior, followed by a decrease in upper limb grip strength and physical frailty. It was also demonstrated that reduced Chrna3 expression may be involved in cognitive decline among adult mice, and that nicotine and cytisine could inhibit this decline. The findings suggest that future development strategies targeting Chrna3 expression are critical, particularly considering cytisine’s high affinity for nAChRs, lower addiction potential compared to nicotine, and safer use profile in preclinical and clinical trials.

## Figures and Tables

**Figure 1:**
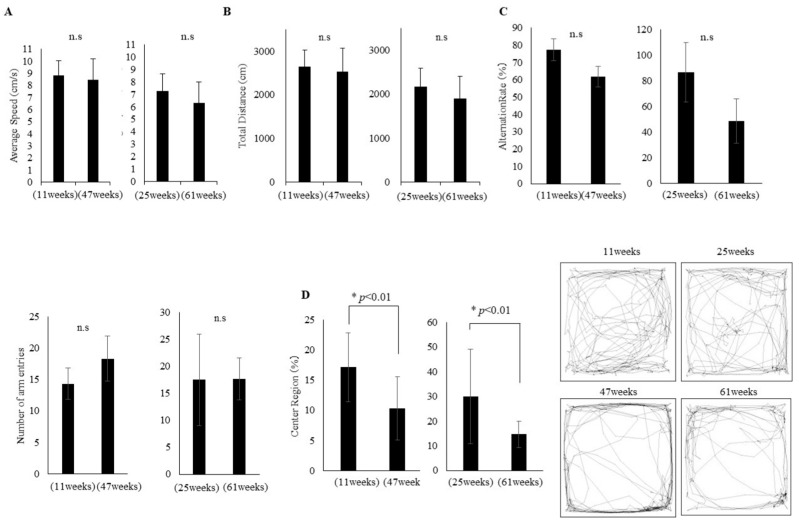
Comparison of cognitive and physical function of young and adult mice. (**A**) Comparison of average speed (cm/s) in young (11, 25 weeks, *n* = 20, 17) and adult (47, 61 weeks, *n* = 20, 14) mice. (**B**) Comparison of total traveled distance (cm) in (11, 25 weeks) and adult (47, 61 weeks) mice. (**C**) Percentage (%) of spontaneous alternations and total number of arm entries in Y maze test, and (**D**) Central region/total distance (%) in open field test in young (11, 25 weeks) and adult mice (47, 61 weeks). The traveled paths in the open field test in representative young (**top**) and representative old mouse (**bottom**) shown at the right panel. The number of mice utilized in these experiments was reduced (young group: 3 mice; adult group: 6 mice). All cases of dropout were due to death without prodromal symptoms. Unpaired *t*-test, * *p* < 0.01, Mean ± SD, n.s: not significant.

**Figure 2:**
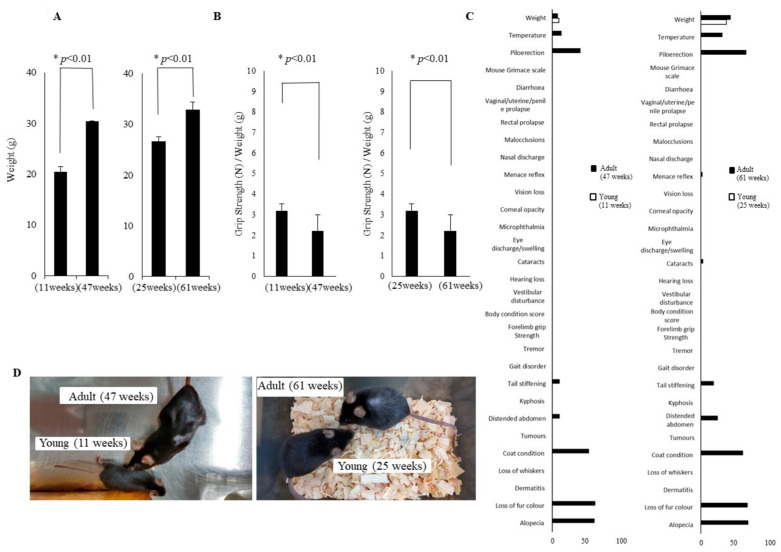
Weight, grip strength, and FI measurements in young and adult mice. (**A**) Differences in body weight (g), (**B**) normalized grip strength (N) by weight in young (11 weeks, *n* = 20), (25 weeks, *n* = 17) and adult (47 weeks, *n* = 20), (61 weeks, *n* = 14) mice. (**C**) A range proportion (%) of individual FI deficits of young (11, 25 weeks, white) and adult (47, 61 weeks, black) mice are shown. (**D**) Appearance of 11 weeks and 47 weeks of age mice (right photo), 25 weeks and 61 weeks of age mice (left photo) are shown. The number of mice utilized in these experiments was reduced (young group: 3 mice; adult group: 6 mice). All cases of dropout were due to death without prodromal symptoms. Unpaired *t*-test, * *p* < 0.01, Mean ± SD.

**Figure 3:**
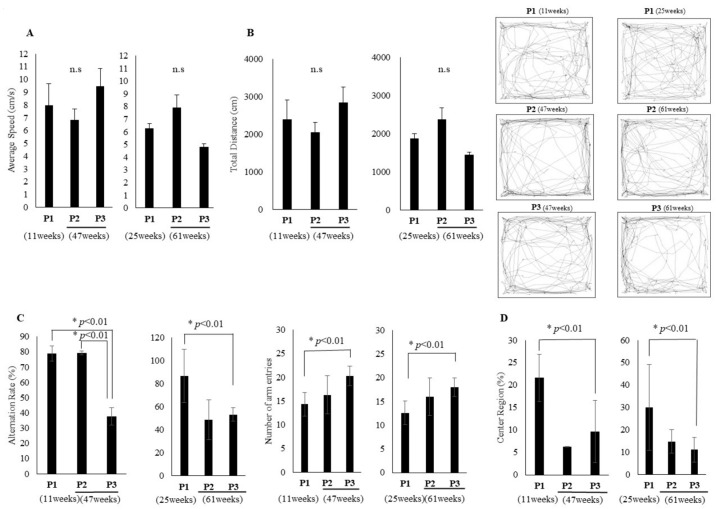
Comparison of young mice (p1), adult mice with normal (p2), and with declining cognition (p3). The mice were divided into three groups: young mice with normal cognitive function (p1, 11, 25 weeks of age, *n* = 3), adult mice with normal cognitive function (p2, 47, 61 weeks of age, *n* = 3), and adult mice with cognitive function declined (p3, 47, 61 weeks of age, *n* = 3). (**A**) Comparison of average speed (cm/s), (**B**) Total traveled distance (cm) in p1, p2, and p3 groups. (**C**) Percentage (%) of spontaneous alternations and total number of arm entries in Y maze test. (**D**) Central region/total distance in open field test in p1, p2, and p3 groups. The traveled paths in the open field test in representative p1, p2, and p3 (left: 11 vs. 47 weeks, right: 25 vs. 61 weeks) representatives are shown at the right panel. Unpaired *t*-test, * *p* < 0.01, Mean ± SD, n.s: not significant.

**Figure 4:**
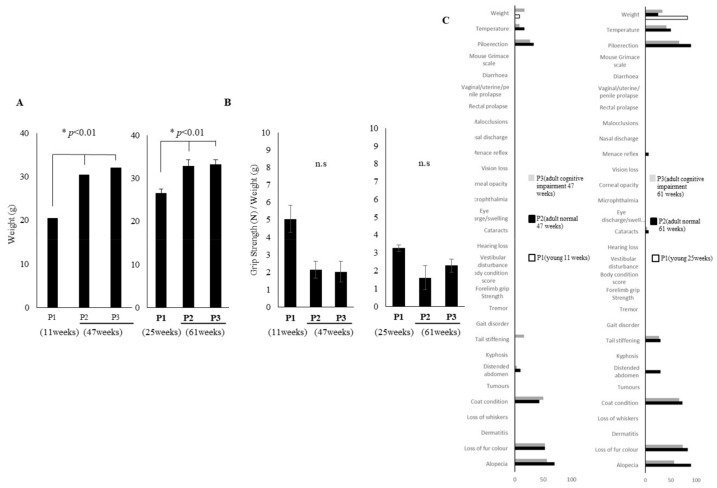
Weight, grip strength, and FI measurements in young mice (p1), adult mice with cognitive normal (p2) and decline (p3). (**A**) Differences in body weight (g), (**B**) Normalized grip strength (N) by weight in p1, p2, and p3 groups (*n* = 3). (**C**) A range proportion (%) of individual FI deficits of p1 (white), p2 (grey), and p3 (black) groups are shown. Unpaired *t*-test, * *p* < 0.01, Mean ± SD, n.s: not significant.

**Figure 5:**
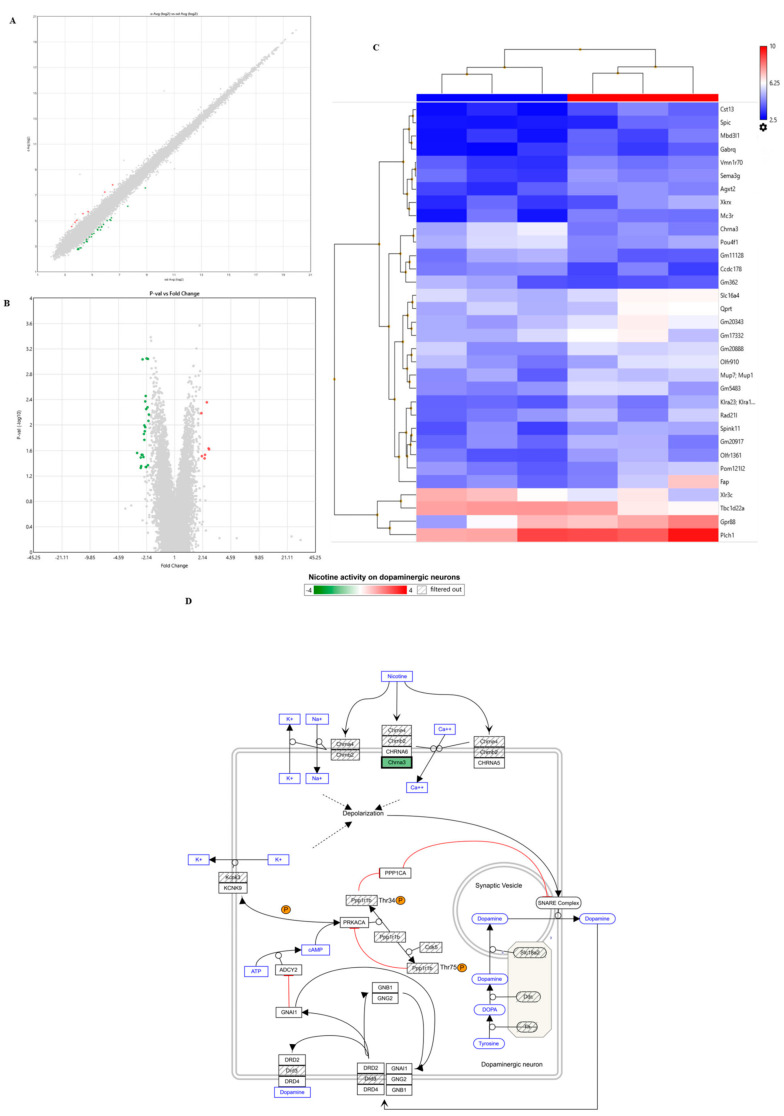
DNA microanalysis of adult mice with cognitive normal (p2) and decline (p3) in hippocampus. (**A**) Scatter plots, (**B**) volcano plots, and (**C**) hierarchical clustering compared with p2 and p3 groups. Red plots showed upregulation and green plots showed downregulation. (**D**) Signaling analysis pathway of Chrna3. Primary data analysis was performed with TAC software and was normalized and analyzed following the TAC user guide. Each analysis of variance was performed by one-way ANOVA. To determine the significance of differentially expressed genes, a cut-off for the fold change value ±1.5. Data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (accession number: GSE272324).

**Figure 6:**
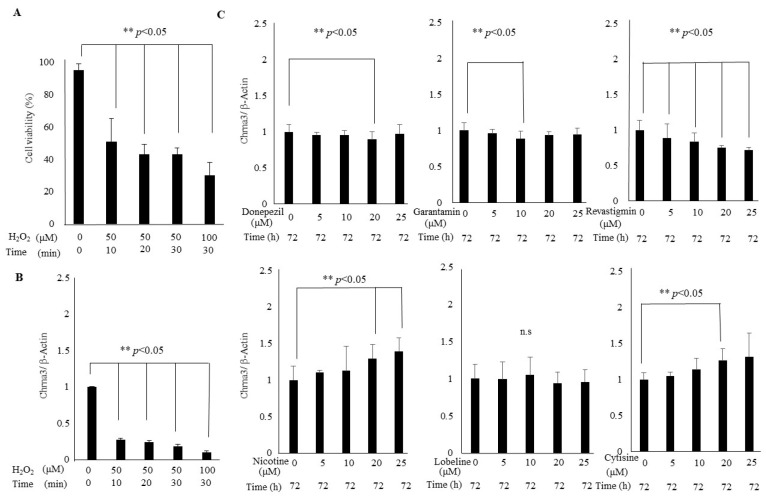
Chrna3 expression treated HT-22 cells with hydrogen peroxide, donepezil, rivastigmine, galantamine, nicotine, lobeline, and cytisine. (**A**) Viability (%) HT-22 cells of H_2_O_2_ control vehicle (0.1% ethanol), H_2_O_2_ treatment (50, 100 μM) for 0, 10, 20, and 30 min. (**B**) Immunoblotting intensity of control vehicle, H_2_O_2_ (50, 100 μM) treated HT-22 cells using Chrna3 and β-actin antibody. (**C**) Immunoblotting intensity of control vehicle, donepezil, rivastigmine, galantamine, nicotine, lobeline, and cytisine (0, 5, 10, 20, and 25 μmol/L) for 72 h treated HT-22 cells using Chrna3 and β-actin antibody. Repeated experiments were performed (*n* = 3) and representative data shown. Student’s *t*-test, ** *p* < 0.05, n.s: not significant.

## Data Availability

Microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 21 January 2025)). accession number: GSE272324.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14050340/s1, Figure S1: Chrna3 expression of young (p1), adult mice with cognitive normal (p2), and decline (p3) in hippocampus.

## Abbreviations

The following abbreviations are used in this manuscript:

AD	Alzheimer Disease
ANOVA	Analysis Of Variance
Chrna3	Cholinergic receptor nicotinic α3 subunit
DAPI	4′,6-Diamidino-2-phenylindole Dihydrochloride Solution
DNA	Deoxyribonucleotidic Acid
FI	Frailty Index
H_2_O_2_	Hydrogen Peroxide
KEGG	Kyoto Encyclopedia of Genes and Genomes
nAChR	nicotinic Acetylcholine Receptor
RNA	Ribonucleic Acid
SD	Standard Deviation
TAC	Transcriptome Analysis Console

How the deposited data were processed for this re-analysis (not part of the article)

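Gene expression was measured in the hippocampus of 9 male mice, 3 in each of the p1 (young, normal cognition, 11 weeks), p2 (adult, normal cognition, 47 weeks) and p3 (adult, cognitive decline, 47 weeks) groups. Adult mice were assigned to p3 where their label carries the suffix D, read as decline, and to p2 otherwise, following the axis names of Fig. 5A, and the young mice are p1. The labels name the RNeasy Lipid Tissue Mini kit and the strain C57BL6, and the paper RNeasy mini kits and C57BL/6NCrSlc. RNA was labelled with the GeneChip WT Plus kit and hybridised to Affymetrix Mouse Clariom S arrays.

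The authors normalized the arrays in TAC 4.0.3 by the paper's methods (the submitters' processing notes name the Transcriptome Analysis Console without a version) and deposited log2 values per probe set. The background correction, the summary of probes and the genome build are not given in the sources used here, so no coordinates are given. The sorted values of the p1 and p3 arrays differ from their mean by 0.0170 on average, so these arrays were on 1 scale. The p2 arrays were not part of this check. In the 3 p2 columns, 15915 of 22206 values follow the least-squares line of the column's earlier values on row number. Values and line were compared after sorting (largest gap 5e-10), since 3 rows stand elsewhere in the row order. The 15915 values were set to missing. A result that rests on them has no value here, which holds for Chrna3 in both comparisons with p2.

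Probe sets were named from the platform's annotation: 19572 have 1 gene symbol, 0 several and 2634 none, and all 19572 were matched by Entrez ID to the gene table of assembly GRCm38.p6, which was used for names only. A gene with several probe sets was read from the one with the highest mean. One linear model over the 9 mice was fitted in limma 3.58.1 (R 4.3.3) with lmFit and eBayes (prior degrees of freedom 4.22; residual degrees of freedom 6, or 4 where p2 was missing). The fit differs from the planned one in that p2 is absent from most probe sets. The study's threshold, a fold change over 1.5 with an unadjusted p under 0.05, was applied to the 3 differences between groups, and p-values were adjusted by Benjamini-Hochberg over the probe sets of a comparison. The labels give 1 array per mouse, and no slide or scan batch is given in them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

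The comparisons, the alternatives and 36 gene lists of pathways and cell types (708 gene entries, of which 646 matched a probe set and 196 were measured in p2) were fixed before the data were examined. Lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, 29 lists in each comparison with p2 and 36 between p3 and p1. With an estimated correlation or with fry, 0 lists reached an adjusted p under 0.05 in any comparison. Camera at the preset correlation gave 2, 1 and 3 lists at an adjusted p under 0.05 for p3 against p2, p2 against p1 and p3 against p1. At an unadjusted p under 0.05 it gave 5, 7 and 8. The genes named are those the paper names in its text or Fig. 5, the nicotinic receptor subunits, the 10 higher and 10 lower genes with the smallest p among those past the threshold whose groups do not overlap (p3 against p2 and p2 against p1), and up to 4 genes with the smallest p of each list. The shading of Fig. 5C had been seen when this rule was set. Of 33 names in Fig. 5C, 24 matched a probe set and 6 were measured in p2, and of 21 in Fig. 5D, 21 matched and 6 were measured in p2.

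The fit was tested on simulated data with changed probe sets. Of those changed by a fold of 1.5, 2 and 3, 53.7%, 89.6% and 100% passed the study's threshold in arrays drawn for p3 against p2 (6291 probe sets) and 20.9%, 64.2% and 93.9% reached an adjusted p under 0.05. For p2 against p1 (6291 probe sets) the shares were 49.3%, 97.0% and 100%, and 10.4%, 70.1% and 97.0%. For p3 against p1 (22206 probe sets) they were 50.7%, 89.6% and 100%, and 1.49%, 25.4% and 81.8%. The alternatives were a fit on the groups compared only, the methods' t-test, a one-way model with no moderation, a trended and robust eBayes, array weights, quantile normalization, median centring, probe sets above the median level or at a log2 value of at least 6, the mean of a gene's probe sets, other fold thresholds, and leaving out each mouse in turn. The one-way model is nearest to the ANOVA of the paper's array methods, and the t-test is from its general statistics.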

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

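The tests chosen only after the result was seen are the simulation without changed genes, the normalization of the array of p3 mouse 11, and the splits for p3 against p1.

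The paper does not report p3 against p1, where 377 of 22206 probe sets passed the study's threshold (677 without p1 mouse 19, 648 without p3 mouse 2, and 835 without both p1 mouse 19 and p3 mouse 11). Arrays simulated with no changed gene gave 366 to 459 (median 410), so the spread between mice may account for this count. For p3 against p2 they gave 92 to 124 (median 107.5, real 97), and for p2 against p1 88 to 116 (median 99.5), above the real 81. Each simulated probe set was drawn independently, which leaves out genes that vary together between mice, so these ranges are likely too narrow. Other splits of the p1 and p3 mice gave 235 to 595. A real count just outside a simulated range therefore decides nothing. Of the genes past the threshold, 63.9% in p3 against p2 and 61.7% in p2 against p1 lay at or below the median level, where 47.7% of the probe sets tested lie, a share between those set for and against noise of dim probe sets. Other splits of the same 6 mice gave up to 91 genes for p3 against p2 (1 of 10 splits, the real one included, as many as the real 97), 131 for p2 against p1 (5 of 10, real 81) and 595 for p3 against p1 (5 of 10, real 377), and 10 splits are too few for a share under 0.05.

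In p3 mouse 11, 14 thalamus markers stood in the median 2.57 above the other mice, and all 14 were highest in this mouse. A second list of 12 thalamus genes stood in the median 1.11 above the other 5 p1 and p3 mice (11 of 12 highest in mouse 11, Slitrk6 at 4.55 and Shox2 at 3.28 above them), so thalamic tissue in that dissection is a candidate explanation. The normalization of that array, which acts on a value by its level, is argued against: the 14 markers stood in the median 2.58 above the 200 probe sets nearest to each in level, whose median excess was -0.06 to 0.03 (SD 0.22 to 0.59). The cognitive decline of the p3 group was not tested against it, since the other p3 mice do not show the pattern. Between p3 and p1 the thalamus markers had a median difference of 0.83 (13 of 14 higher; camera adjusted p = 0.0125; adjusted p = 0.899 with an estimated correlation), and their mean difference of 0.77 was -0.15 without p3 mouse 11.

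Choroid plexus markers stood 3.64 above the other mice in p1 mouse 19 (17 of 17 by over 1) and 3.32 in p3 mouse 11 (16 of 17 by over 1). Immediate early genes had a median difference of -0.69 between p3 and p1. Cytoskeleton genes had a median difference of -0.07 (-0.06667) between p3 and p1 (31 of 42 lower, 0 past the threshold and 0 adjusted over the list alone; camera adjusted p = 0.0125, adjusted p = 0.636 with an estimated correlation, and adjusted p = 0.0929 without p3 mouse 6).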

How the results depend on the processing

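The alternative without both p1 mouse 19 and p3 mouse 11 was chosen after seeing the data. Chrna3 has no value against p2 under any alternative, for want of measured p2 values; against p1 it stayed negative and short of the threshold under all that gave a value. Of 66 named genes past the threshold, 23 stayed past it under every alternative that gave a value and 38 under all except those that leave out mice; of 6 lists called, 1 stayed so. The cause of the changes below was not tested, beyond fewer probe sets under a filter and fewer mice when some are left out.

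Genes past the study's threshold for p3 against p2 (97), p2 against p1 (81) and p3 against p1 (377) numbered 3, 9 and 27 at a fold of 2; 335, 268 and 1267 with no fold threshold; 41, 38 and 184 in the methods' t-test; 35, 32 and 140 above the median level; and 38, 36 and 1.6e+02 at a log2 value of 6 or more. The one-way model gave 48 for p3 against p2 and 190 for p3 against p1. Leaving out each mouse gave 94 to 177, 78 to 136 and 373 to 677 (677 without p1 mouse 19, 648 without p3 mouse 2). Without both mice p2 against p1 gave 143 and p3 against p1 835. At an adjusted p under 0.05 the methods' t-test gave 1 for p3 against p2 in place of 0. Past a fold of 2, p3 against p2 (3) gave 0 in the methods' t-test and the one-way model, 2 to 17 without each mouse and 7 without both.

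The lists called for p3 against p2 (2) were 0 over members above the median level and over probe sets above it, 1 in the methods' t-test, the one-way model, with array weights and after quantile normalization, 0 to 3 without each mouse and 1 without both. Those for p2 against p1 (1) were 2 over members or probe sets above the median level and in the one-way model, 0 in the methods' t-test and 0 to 5 without each mouse. Nicotinic subunits past the threshold for p2 against p1 (1) were 0 in the methods' t-test, the one-way model, both filters on level and without both mice, and 0 to 1 without each mouse; for p3 against p2 and p3 against p1 (0) they were 0 to 1 without each mouse.

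Among lists and genes called with all mice or under the alternative, the direction turned for these mean differences, and lists called in neither changed sign as well: that of thalamus markers for p3 against p1 (0.77), at -0.15 without p3 mouse 11 (-0.15 to 1.24 without each mouse), and without both mice with camera's direction turned and the mean near 0 (0.025); of choroid plexus markers for p3 against p1 (-0.40), at 0.998 without p1 mouse 19 (-1.854 to 0.998 without each mouse), and for p3 against p2 (0.88), at -1.016 without both mice; and of F5 (0.76), at -1.287, and Steap1 (1.02), at -0.655, for p3 against p2 without both.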

Differences from the paper's values

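Apart from the alternative without both p1 mouse 19 and p3 mouse 11, the alternatives and thresholds were set before the data were examined. Leaving out most p2 values was not planned, and every count below rests on it. The study's stated thresholds were used, over the 6291 probe sets measured in p2. The paper's counts are of the whole array, so the counts below are over fewer genes than the paper's. Closeness to them is not closeness in the share of genes, and a lower count is not a lower share. The paper's array methods name a one-way ANOVA. The one-way model with no moderation gave 48 for p3 against p2 and 54 for p2 against p1, over the 6291 probe sets.

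For p2 and p3, the paper's stated range of changed genes runs from 170 to 230, and 97 were found (1.54% of the 6291 probe sets). Of 21 alternatives set before the data were examined, 6 came within 1.5 times of 170, those without p2 mouse 3 (114), p2 mouse 8 (61 more than 97), p2 mouse 18 (163), p3 mouse 2 (177), p3 mouse 6 (155) and p3 mouse 11 (116), and 5 within 1.5 times of 230, those with no fold threshold (335) and without p2 mouse 8, p2 mouse 18, p3 mouse 2 or p3 mouse 6. The other alternatives, with 3 to 103 genes, did not. Leaving out both p1 mouse 19 and p3 mouse 11, chosen after seeing the values, gave 127, within 1.5 times of 170; how many of the paper's own genes it drops was not counted.

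For p1 and p2, the paper's stated range runs from 150 to 190, and 81 were found (1.29% of the 6291 probe sets). Within 1.5 times of 150 came the 6 alternatives without p1 mouse 7 (126), p1 mouse 19 (136), p1 mouse 20 (117), p2 mouse 3 (119), p2 mouse 8 (122) and p2 mouse 18 (127), and within 1.5 times of 190 the 3 with no fold threshold (268) and without p1 mouse 19 or p2 mouse 18. The other alternatives, with 9 to 88 genes, did not. Without both mice, chosen after seeing the values, the count was 143, within 1.5 times of both.

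The paper states that the genes differing between p1 and p2 belonged mainly to cytokines, complement, insulin signalling, the cytoskeleton and hormones. Of the listed genes measured in p2, 0 of 18 cytokines and receptors, 0 of 9 complement genes and 0 of 10 of insulin and IGF signalling passed the study's threshold. Of 13 cytoskeleton genes 0 passed it, and of 15 hormones and receptors 1 (Lepr). The full lists hold 50, 27, 41, 43 and 59 genes, and 1.29% of all probe sets tested passed. The tally therefore cannot decide on a statement about the whole array. Outside these lists, the chemokine genes Ccl21b and Gm13304, Gm10591 of their region, the interferon gene Ifna7 and the complement regulatory gene Cd46 passed.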

Other observations

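The tests chosen only after the result was seen are the splits for the gene lists, the fold of 2 and the adjusted p. Between p3 and p1, a comparison the paper does not report, immediate early genes were lower in the adult mice with decline: of 18 measured, 16 were on the lower side and 8 passed the study's threshold, 2 of them when adjusted over the list alone, and the methods' t-test called 2 of the 18 at that threshold. Egr1, a transcription factor induced by activity, fell from 13.77 ± 0.57 in p1 to 12.29 ± 0.47 in p3 (SD, n = 3 mice in each group), a log2 difference of -1.48 (standard error 0.33), and Arc, which regulates AMPA receptors at synapses, by 1.41 (standard error 0.36). Fos was at -1.05, Junb at -1.18 and Egr2 at -1.34. The group was lower in camera (adjusted p = 1.54e-09; adjusted p = 0.899 with an estimated correlation), p1 mouse 20 stood 0.93 and p1 mouse 7 0.46 above the other mice in these genes, p3 mouse 11 stood at -0.59, but p1 mouse 19, at -0.30, stood below p3 mouse 2 (-0.22) and p3 mouse 6 (-0.14), so the difference rests on 2 of the 3 p1 mice. Of the p1 and p3 mice, the 2 lowest in these genes, p1 mouse 19 and p3 mouse 11, were those with high choroid plexus markers (3.64 and 3.32). Whether the 2 patterns are linked was not tested. Without both mice, a choice made after seeing the data, the mean difference was -0.88, against -0.69 with all mice. The 5 immediate early genes measured in p2 had a median difference of 0.24 between p2 and p1 (camera adjusted p = 0.122).

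Gpr17, a receptor of oligodendrocyte precursors, was lower in p3 than in p1 by -0.88 (standard error 0.18; 8.19 ± 0.31 in p1 and 7.31 ± 0.06 in p3) and past the threshold, as the 1 of 8 precursor genes adjusted over the list alone. Il33, an alarmin cytokine of glia, was at 0.83 (standard error 0.24), Dcn, the proteoglycan decorin of meninges and of some pyramidal cells, at 1.66 (standard error 0.48; 1.03 without p1 mouse 7, at 10.06 against 12.09 and 11.84 in the other p1 mice) and Sstr2, a somatostatin receptor, at -1.01 (standard error 0.32), all past the threshold and with each mouse left out. No probe set of this comparison reached an adjusted p under 0.05 in limma, where 1267 had an unadjusted p under 0.05, and the methods' t-test called 184 at the study's threshold. The p1 and p3 mice did not overlap in 2316 probe sets (10.4%), where chance gives 10%.

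Between p3 and p2, 3 of 15 hormones and receptors passed the threshold, all higher in p3: Ghrh, growth hormone-releasing hormone (0.61), Fshb, the β subunit of follicle-stimulating hormone (0.66), and Mc3r (0.84), with 2 adjusted over the list alone (camera adjusted p = 0.437; adjusted p = 0.729 with an estimated correlation). Ghrh was short of the threshold without p2 mouse 8 (0.49) or p3 mouse 2 (0.53), and Fshb without p2 mouse 3 (0.58) or p3 mouse 6 (0.56). Of the genes drawn in Fig. 5D, 6 were measured in p2 and p3 and 21 in p1 and p3, and 0 passed the threshold or had an unadjusted p under 0.05 in limma in either comparison, with 0 past the threshold in the methods' t-test. Of the 24 genes of Fig. 5C measured in p1 and p3, 19 were on the higher side in p3 and 2 passed the threshold, Plch1 (0.95, and 0.62 without p3 mouse 11) and Vmn1r70 (0.74), a list that the study chose on mice that include these p3 mice.

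The lower Chrna3 that the paper reports in p3 may come from more medial habenula tissue, which expresses Chrna3 strongly, in the p2 dissections. Over the 5 habenula markers measured in p2 other than Chrna3, Chrnb4 and Pou4f1, the median difference between p3 and p2 was -0.25 (SD 0.36), -0.18 without p3 mouse 11 and -0.32 (SD 0.32) over the 4 above the median level. Of the 5, 3 were lower in p3 (Lrrc55 at -0.58, Nwd2 at -0.39 and Htr5b at -0.25) and 2 higher (Kctd8 by 0.26 and Nr4a2 by 0.18). None passed the study's threshold, and 1 had a p under 0.05 in limma when adjusted over the list alone. Against the mean of the other mice, their median stood at -0.37 in p2 mouse 3, 0.095 in p2 mouse 8 and 0.16 in p2 mouse 18. Not every p2 mouse was therefore high in them. The median difference over all 5 lies between the values set for and against this explanation. Whether the markers follow Chrna3 over the adult mice was not tested, so the explanation stays open. The paper also reports less Chrna3 in p3 by immunohistochemistry of the hippocampus, which does not depend on the tissue dissected for RNA and was not analysed here. More thalamic tissue in the p2 dissections would lower thalamus markers in p3, and their median difference was 0.73 (5 markers). That value alone would argue against it, but it rests on p3 mouse 11, without which the median was -0.11 and decides nothing. A change of Chrna3 with cognitive decline stays among the open explanations, as untested here, since its p2 values were not used.

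At an adjusted p under 0.05 the real count and the highest of the 9 other splits of the 6 mice were 0 for p3 against p2 and for p2 against p1, so that all 10 splits give as many by construction and this comparison shows nothing. Past a fold of 2 for p3 against p2, 7 of 10 splits, the real one included, gave at least 3, the real count (highest other 8), and for the gene lists 4 of 10 at least the real 2 for p3 against p2 (highest other 4) and 9 of 10 at least the real 1 for p2 against p1 (highest other 4). These splits are too few for a share under 0.05.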
